A study of Homo sapiens with 5 samples. Its data were reported in "Monolayer platform to generate and purify primordial germ-like cells in vitro provides insights into human germline specification" (2023).

How the data were processed

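Undifferentiated H9 cells (D0), cells at D0.5, the unsorted and the sorted population at D3.5 and definitive endoderm at day 2 were each captured once in droplets with barcoded beads. Each group therefore had 1 library, with 10400 cells loaded and 6000 cells targeted per library. Groups were taken from the sample labels.

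The values are raw counts: the authors deposited, for each library, a matrix of whole UMI counts per gene and barcode, after demultiplexing and alignment to hg19 (GRCh37) with Cell Ranger. The submitters' processing notes name Cell Ranger 2.2.0, CASAVA and Seurat 2, and the study's methods give another release of Cell Ranger. In this chemistry the 3′ ends of poly(A) RNA are counted on the strand of the gene, and reads that match more than 1 gene are dropped. Genes with near-identical copies are therefore uncertain in level: POU5F1 and NANOG, which have pseudogenes, the metallothioneins, and HSPA1A with HSPA1B. MIR302B is given as the gene table lists it; such libraries read its host transcript and not the mature microRNA. The gene table held 32738 Ensembl genes. A combined table of all libraries and a down-sampled table of 5000 cells were compared with the matrices, and 0 values differed. Gene positions are those of GENCODE release 44 mapped to GRCh37, in which 31182 of the 32738 gene identifiers were found. CD24, PECAM1, UHRF1, MLF1IP and CASP8AP2 were not used here, because the gene table does not list these symbols.

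Cells were kept with the study's filter of 2500 to 7500 genes and a mitochondrial share of at most 15%. The methods state this last limit as 0.15%, which was read as a fraction, since a limit of 0.15% would leave 185 cells. Of 26145 barcodes 24479 were kept. The filter on genes took out 726 barcodes below the minimum at D0, 139 at D0.5, 104 in unsorted D3.5, 34 in sorted D3.5 and 503 in DE. The upper limit took out 7, 29, 1, 1 and 2, and the mitochondrial limit applied to 155, 60, 7, 0 and 69. The kept share was 87.1%, 95.5%, 98.1%, 99.4% and 87.2%. Doublets were sought with Scrublet as implemented in Scanpy. It called 3, 2, 6, 0 and 1 cells, under 0.5% of each library, and by the rule set for so low a share it was taken not to have worked. No cell was removed as a doublet, and why so few were called was not tested. As an alternative, the 5% of cells with the highest doublet score in each library were removed.

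For each library, or each class of cells in a library, UMI counts were summed over cells and expressed as CPM of the total. A level has an exact Poisson interval at 95%. A log2 ratio has a pseudocount of 5 CPM added to both levels, which draws the ratios of low genes towards 0. Its interval is the exact conditional binomial one of the 2 raw sums without pseudocount, so for low genes it need not hold the log2 ratio printed. A gene at 0 counts in 1 group has a bound against a floor of 3 counts over the group. Shares of cells have exact (Clopper-Pearson) binomial intervals. All of these cover counting error only. Since cells are not replicates and each group had 1 library, no test between groups was run and no p-value is given. Differences are named by size alone, and 2-fold means a log2 ratio of at least 1 or at most -1 with the pseudocount. Genes of a list count as measured at 20 CPM or more in either group, so members low in both groups are not in a list's count or median. A list's median log2 ratio was placed among 10000 random lists of the same size, drawn from genes at 20 CPM or more in 20 bins of mean expression, for lists with at least 3 measured genes. The median of the ratios over all well-expressed genes differed from 0 by 0.08, 0.01, 0.13, 0.06, 0.12 and 0.13 in log2, in the order D0.5 against D0, PGCLC-like against mesoderm-like, and sorted PGCLC-like against D0, D0.5, DE and unsorted PGCLC-like. Ribosomal protein genes took 36.2% of UMIs at D0, 33.9% at D0.5, 31.3% in unsorted D3.5, 26.2% in sorted D3.5 and 32.8% in DE.

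The kept cells of both D3.5 libraries were clustered together, in Scanpy, after scaling to 10000 UMIs per cell and log transformation. Of the genes seen in at least 10 cells, 2000 variable genes were used, leaving out all 357 genes of the lists and markers. S and G2M scores were regressed out, values were clipped at 10, and 15 principal components gave a graph of 30 neighbours weighted by shared neighbours (Jaccard minimum 0.0667), which was partitioned with Leiden at resolution 0.5. Sub-clusters of the sorted PGCLC-like cells were made in the same way, with and without regression. A cluster was named when at least 3 detected markers of the name were at least 2-fold above the mean of the 5 libraries and its 10 leading genes did not go against the name. That reference was adopted after results had been seen: the first scheme set markers against all other clustered cells and left clusters unnamed where a cell type was split into several. Both schemes gave identical names for the clustering used. Classes were rebuilt from the counts, so a difference from the study's own classes may come from the names. Genes outside the lists were compared between the PGCLC-like and mesoderm-like classes on clusterings that used the other of 2 random sets of 1000 variable genes; the PGCLC-like classes so made held 735 and 778 cells, of which 99.9% and 99.7% were PGCLC-like in the clustering used. To compare shares of cells with a UMI, cells were thinned to 8000 UMIs at random and shallower cells were left out. In droplet data free RNA gives UMIs in cells that do not express a gene, so shares in mesoderm-like or D0 cells are printed beside them. The sort itself read proteins, and its gate is only approximated by transcripts of its 3 genes.

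The markers were NANOS3, TFAP2C, KLF4, PRDM1, SOX17, TCL1B, TFCP2L1 and SOX15 for PGCLC-like; HAND1, TMEM88, MYL4, PDGFRA, LRRC32, BMP4, FOXF1 and ACTC1 for mesoderm-like; TFAP2A, TFAP2B, GATA3, ISL1, VTCN1, GABRP, KRT7 and IGFBP3 for amnion-like. Pluripotent-like, posterior-epiblast-like, definitive-endoderm-like, endothelial-like, neural-like and trophoblast-like cells had marker sets too, and no cluster at D3.5 took these names. Named genes are those the study's text names, up to 4 members of each of 25 lists with the largest log2 ratio and any member at least 2-fold against its list, and outside the lists the 8 genes with the largest log2 ratio in each direction at 50 CPM or more, without mitochondrial, ribosomal protein and most clone-based gene names. Other list members named beside a count complete that count. The lists were shared, primed and naive pluripotency, PGC specification, late germ cell and meiosis, posterior epiblast and primitive streak, definitive endoderm, lateral and cardiac mesoderm, mesenchyme and matrix, epithelial junction, amnion, endothelium and blood, neural ectoderm, trophoblast, WNT ligands, WNT target, NODAL and TGFB target, BMP target, DNA methylation machinery, sort gate, earlier PGCLC surface markers, immediate early and heat shock, glycolysis and hypoxia, S phase and G2M phase. Groups, lists, markers, the naming of genes, the statistics and all but the later alternatives were set before the data were examined.

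The alternatives were median-ratio scaling, every deposited barcode, a stricter filter (3500 to 6500 genes and 10% mitochondrial share), a pseudocount of 1 CPM, the mean over cells of per-cell levels, removal of called doublets, all detected list members, the cells of the down-sampled table alone, 30 principal components, Leiden resolutions of 0.25 and 1, clustering with the listed genes kept or without regression, each library clustered alone (10 components for the unsorted one), a class of cells with at least 2 UMIs over NANOS3 and TFAP2C, and thinning to 5000 or 12000 UMIs or not at all. Those added after the data had been seen were removal of the cells with the highest doublet scores, removal of cells with a high chromosome 1 stretch, naming against all other clustered cells, alone and with another alternative, cluster 4 counted as mesoderm-like, cluster 0 or cluster 1 alone, and sub-clusters without regression.

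The calculations were tested on simulated counts for D0.5 against D0. The 95% intervals held the true ratio for 95.2% of 4627 unchanged and 94.0% of 200 changed genes, and 0% of unchanged genes were 2-fold apart. These shares bear on counting error only and do not test variation between libraries. Of 50 genes each at 1.5-fold, 2-fold, 4-fold and 8-fold, 0%, 0%, 100% and 100% were found 2-fold apart, with median log2 ratios of 0.53, 0.93, 1.81 and 2.76. Lists of 10 genes raised or lowered 4-fold had percentiles of 100 and 0, and 11 of 100 lists of unchanged genes lay below 5 or above 95. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Scanpy 1.11.5, scikit-learn 1.9.0, python-igraph 0.11.9, leidenalg 0.10.2 and Matplotlib 3.10.9 were used, with random seed 1.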

Results

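H9 is an established line of human pluripotent stem cells. Its cells were grown towards primordial germ cell-like cells (PGCLCs), the culture counterpart of the founder cells of sperm and egg, and profiled as single cells by droplet RNA-sequencing. There were 5 groups with 1 library each. D0 was the undifferentiated culture. D0.5 had been treated with Activin A, the WNT pathway activator CHIR99021 and the ROCK inhibitor Y-27632, which yields a state like the posterior epiblast, the embryonic tissue from which the primitive streak forms. The 2 libraries at D3.5 came from cultures that were then given BMP4 with the WNT inhibitor XAV939, SCF and EGF. The first held the whole culture (unsorted) and the second the cells sorted as CXCR4-positive, PDGFRA-negative and GARP-negative (sorted), where GARP is the product of LRRC32. The fifth library was definitive endoderm (DE) at day 2, a derivative of the streak.

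The tables held 26145 barcodes and 649527438 unique molecular identifiers (UMIs). The total per library was 139182861 UMIs at D0, 148309073 at D0.5, 124658637 in unsorted D3.5, 129836384 in sorted D3.5 and 107540483 in DE. The filter on genes per cell and mitochondrial share left 24479 cells, namely 5326 at D0, 4529 at D0.5, 5634 unsorted, 5432 sorted and 3558 in DE. Their median depth was 23837.5, 29831, 20189, 22369 and 27817.5 UMIs, in that order, with 4542, 5138, 4197.5, 4666 and 4798 genes. Levels are given as CPM of the summed UMIs of a set of cells. At 20 CPM the 95% interval ran from 19.2 to 20.8 CPM at D0 and from 18.0 to 22.2 CPM in the PGCLC-like cells of the unsorted library, the smallest set in which gene lists were compared. A count of 0 allowed up to 0.0226 CPM at D0 and 0.170 CPM in that set. With 1 library per group no difference between groups has a replicate check, and no test between groups was made. All intervals cover counting error only. A list's percentile is the place of its median log2 ratio among random lists of the same size and like expression.

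The comparison of D0.5 with D0 addressed what a short exposure to posteriorizing signals does to pluripotent cells. At D0.5 genes of the primitive streak stood far above D0, POU5F1 was level, and SOX2 was lower. MIXL1, a homeobox gene of the streak (ENSG00000185155, chromosome 1 from 226411319 to 226414761 on GRCh37), was at 1254 CPM (95% interval 1249 to 1260.1) against 1.19 CPM (1.01 to 1.39), a log2 ratio of 7.67. T, which encodes the streak factor BRACHYURY (ENSG00000164458, chromosome 6 from 166571144 to 166582188), was at 93.8 against 0.0827 CPM (log2 ratio 4.28). All 9 measured genes of the posterior epiblast and primitive streak list were at least 2-fold higher (median log2 ratio 4.28, percentile 100). Members below 20 CPM in both groups are not in this count; with all detected members 11 of 18 were higher and the median log2 ratio was 2.48. The 9 included EOMES, a T-box factor, at 123 against 0.0451 CPM, NODAL, the ligand that patterns the streak, at 208 against 1.32 CPM, and the growth factor FGF8 at 49.7 against 0.481 CPM. SP5, DKK1, FST and GSC completed the 9, with log2 ratios of 5.16, 3.77, 3.02 and 3.33.

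Genes that respond to the signals stood together. The streak, WNT, NODAL, BMP and endoderm lists share genes, so their counts and percentiles are not independent. For instance, DKK1 is on the streak and WNT lists and BAMBI on the WNT and BMP lists. All 6 measured WNT targets were at least 2-fold higher at D0.5 (median log2 ratio 3.45, percentile 100), among them the WNT antagonists DKK4 (39.3 against 0.0301 CPM) and NKD1 (25.3 against 1.96 CPM). Of 8 NODAL and TGFB targets 7 were higher (median log2 ratio 2.76, percentile 100), with the feedback inhibitors LEFTY1 at 70.4 against 8.38 CPM and LEFTY2 at 39.1 against 4.36 CPM. Of 4 BMP targets 2 were higher, ID1 (195 against 48.6 CPM) and BAMBI (35 against 12.8 CPM), and the list's median log2 ratio was 0.97 (percentile 99.91). The 3 measured genes of the definitive endoderm list, CER1, GSC and EOMES, were higher as well (median log2 ratio 3.33, percentile 100), and each also stands in the streak list or the NODAL list. MIXL1, LEFTY1 and LEFTY2 lie in a stretch of chromosome 1 whose expression differed between 2 sets of D0 cells, which do not make up the whole library. Genes of the stretch were higher by a median log2 of 0.46 in a set of 862 cells than in a set of 2067.

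Among pluripotency genes the lists divided. POU5F1, the core factor OCT4 (ENSG00000204531, chromosome 6 from 31132114 to 31148508), was at 1681 CPM (1674 to 1688) at D0.5 against 1653 CPM (1646 to 1660.2) at D0. NANOG, a homeobox factor of the same network (ENSG00000111704, chromosome 12 from 7940390 to 7951742), was at 45.0 CPM (43.9 to 46.1) against 31.0 CPM (30 to 31.9), a log2 ratio of 0.48. Of the 11 measured genes shared by pluripotent cells and early germ cells, GDF3 was at least 2-fold higher (69.1 against 6.01 CPM) and 2 were lower, TERF1, a telomere protein (329.6 against 817 CPM), and PHC1, a Polycomb subunit (70.5 against 189 CPM). The list's median log2 ratio was -0.06 (percentile 13.4). Of 11 genes of the primed pluripotency list none was 2-fold higher and 3 were 2-fold lower (median log2 ratio -0.38, percentile 0.145): SOX2 (ENSG00000181449, chromosome 3 from 181429713 to 181432224) at 59.9 against 200 CPM (log2 ratio -1.66), USP44 at 76.7 against 182 CPM and SOX3 at 4.74 against 20.3 CPM. ZFP42, the 1 naive gene measured, had a log2 ratio of -0.09, and the 2 PGC specification genes measured, ALPL and PDPN, -0.33 and -0.94.

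Other programmes lay nearer to level at D0.5. ADM, a hypoxia-responsive peptide hormone, was the 1 gene of 14 of glycolysis and hypoxia at least 2-fold lower (11 against 78.3 CPM), while the list's median lay below all random lists (median log2 ratio -0.38, percentile 0), with the glucose transporter SLC2A1 at 81.8 against 159 CPM. No gene of the S phase list (29 measured, median log2 ratio 0.21, percentile 92.5) or the G2M phase list (46 measured, median log2 ratio 0.02, percentile 12.2) was 2-fold apart. CDH2, which encodes N-cadherin, was the 1 of 6 mesenchyme and matrix genes at least 2-fold higher (25.1 against 9.95 CPM; list median log2 ratio -0.24, percentile 4.85). None of 8 epithelial junction genes (median log2 ratio -0.07, percentile 11.2), 5 genes of the DNA methylation machinery (median log2 ratio -0.17, percentile 5.60), 4 earlier PGCLC surface markers (median log2 ratio -0.51, percentile 0.230), 4 immediate early and heat shock genes (median log2 ratio 0.40, percentile 95.4) or 2 lateral and cardiac mesoderm genes (median log2 ratio 0.24) was 2-fold apart. Outside the lists the metallothioneins MT1E (756 against 52.5 CPM), MT2A (1435 against 119 CPM), MT1M, MT1H and MT1G led the higher genes with GLIPR1L1 (150.2 against 5.13 CPM), the neuropeptide gene NTS (267 against 23 CPM) and GSTO1. SORBS2 (1.70 against 65.2 CPM), the WNT antagonist SFRP1 (84.8 against 588 CPM), the matricellular genes CTGF (5.56 against 51.8 CPM) and CYR61 (9.92 against 60.3 CPM), GPR176, JADE1, RAB17 and CCL26 led the lower ones.

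Within D0.5 the streak genes and the pluripotency genes were read in the same cells. After each cell was thinned to 8000 UMIs, T was seen in 47.2% of D0.5 cells (45.7 to 48.7) and 0.0753% of D0 cells, and in 82.0% of D0.5 cells without thinning. MIXL1 was seen in 95.3% against 0.903%. SOX2 and T were seen together in 15%, where the product of their shares gives 16.6%. For NANOG and T the share was 14.2%, equal to the product at that precision. Thinning left out 12 shallower cells at D0 and 2 at D0.5, and the median depth before it was 23866.5 and 29831 UMIs.

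**Figure D1:**
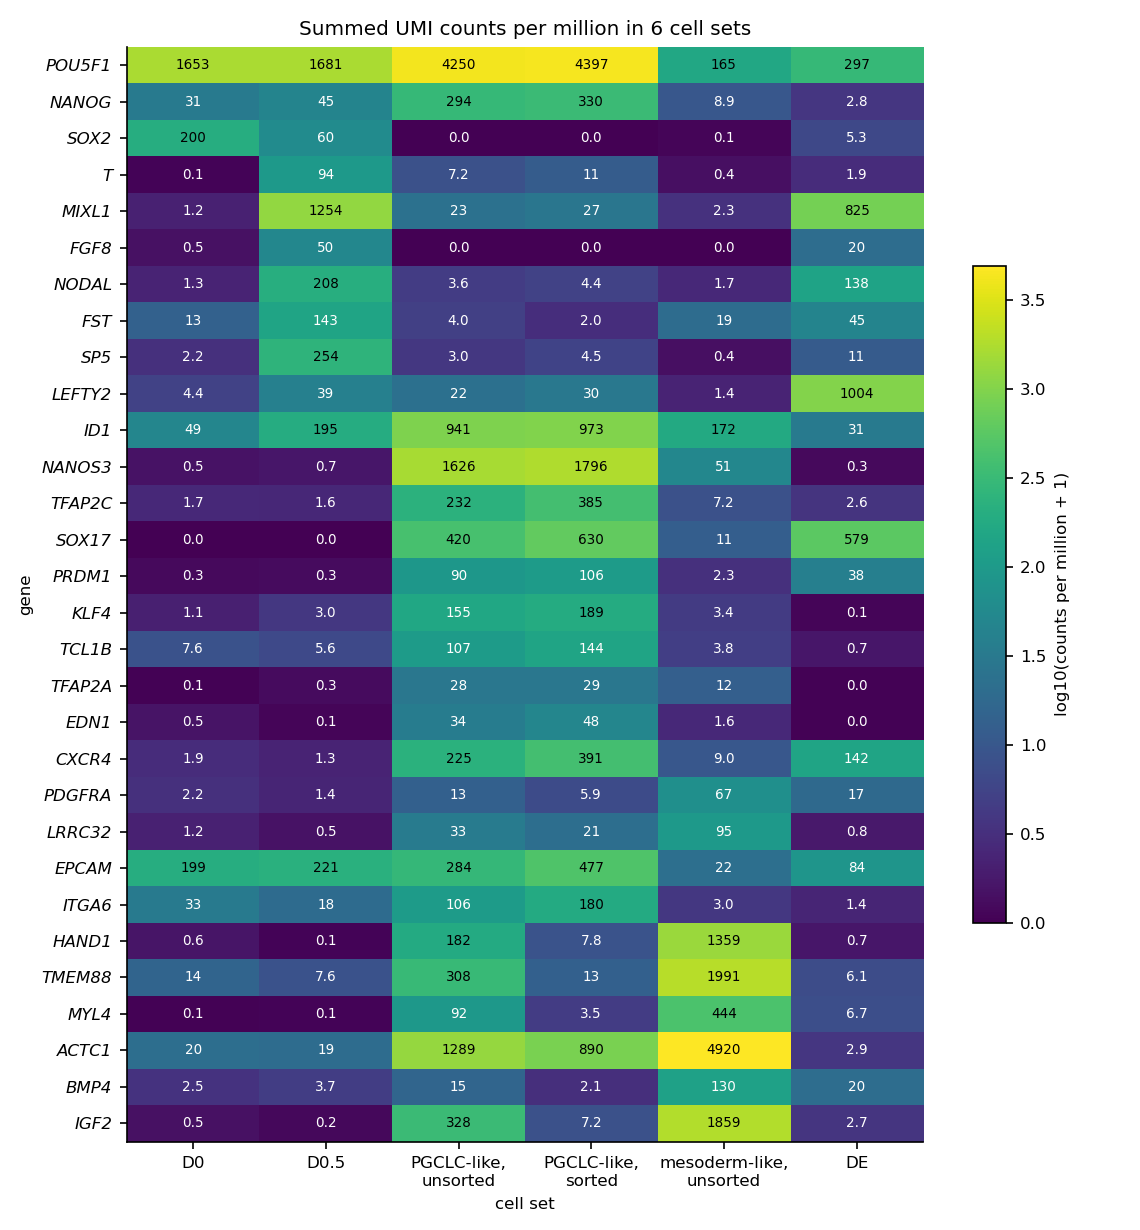
Levels of 30 genes in 6 sets of cells (columns: D0, D0.5, PGCLC-like cells of the unsorted and of the sorted D3.5 library, mesoderm-like cells of the unsorted library, DE), with 1 library per column; colour gives log10 of CPM plus 1 and the printed value is CPM. MIXL1 stands at 1.19 CPM at D0 and 1254 CPM at D0.5, SOX2 at 200 CPM at D0 and 0.0238 CPM in sorted PGCLC-like cells, and NANOS3 at 1796 CPM in those cells.

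The D3.5 libraries addressed which cell types the protocol yields and what the sort leaves. The cells of both libraries were clustered together without any of the listed genes, and clusters were named from marker genes. In the unsorted library 66.9% of cells were mesoderm-like (95% exact binomial interval 65.7 to 68.1; 3769 of 5634 cells) and 13.8% were PGCLC-like (12.9 to 14.7; 778 cells). In the sorted library 97.3% were PGCLC-like (96.8 to 97.7; 5286 of 5432 cells) and 1.88% mesoderm-like (1.53 to 2.27; 102 cells). A cluster of 40 unsorted cells (0.710%, 0.508 to 0.966) and 11 sorted cells (0.203%, 0.101 to 0.362) was amnion-like. In its unsorted cells TFAP2A, a factor of amnion and surface ectoderm, was at 220.4 CPM, GATA3 at 119 CPM, the keratin gene KRT7 at 201 CPM, the receptor subunit gene GABRP at 231 CPM and ISL1 at 159.6 CPM. HAND1, a mesoderm marker, was at 965 CPM in the same cells.

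Cluster 4 was left unnamed and held 18.6% of unsorted (17.6 to 19.6; 1047 cells) and 0.608% of sorted cells (0.419 to 0.852; 33 cells). Its unsorted cells had the mesoderm markers HAND1 at 899.9 CPM and PDGFRA at 81.4 CPM, but 1 amnion marker, IGFBP3, and no mesoderm marker stood among its 10 leading genes. The matrix genes LUM and COL1A1 were at 1509.8 CPM and 995 CPM in it. TOP2A, a proliferation gene, was at 34.8 against 140.4 CPM in mesoderm-like cells. The sort gate sets the shares in the sorted library. On transcripts alone, 496 unsorted cells thinned to 8000 UMIs had a CXCR4 UMI and none of PDGFRA or LRRC32. Of these 79.8% (76.0 to 83.3) were PGCLC-like, and they held 51.0% (47.5 to 54.6) of the PGCLC-like cells. Naming clusters against all other clustered cells left both PGCLC-like shares unchanged, as did a Leiden resolution of 1 in the unsorted library, but with both choices changed together the share was 1.77% in the unsorted and 41.9% in the sorted library.

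**Figure D2:**
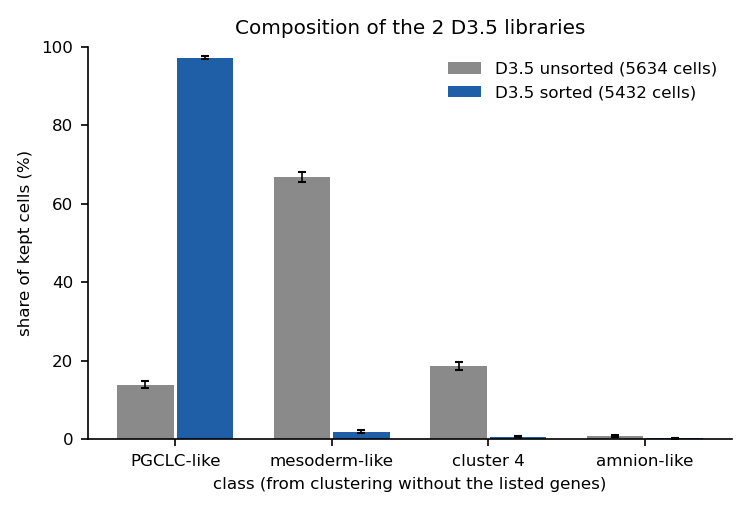
Share of kept cells (percent, from 0) in each class of the unsorted (5634 cells) and sorted (5432 cells) D3.5 library, with 1 library each and bars of error showing the 95% exact binomial interval. PGCLC-like cells made up 13.8% of unsorted and 97.3% of sorted cells, and mesoderm-like cells 66.9% and 1.88%.

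The PGCLC-like and mesoderm-like cells of the unsorted library were compared within 1 library, where depth and handling are shared. PGCLC-like cells had higher levels of germ cell specifiers, of several pluripotency genes and of epithelial genes, and lower levels of mesoderm, matrix and endothelial genes. NANOS3, an RNA-binding protein that keeps germ cells alive (ENSG00000187556, chromosome 19 from 13972877 to 13991571), was at 1626 CPM (1607 to 1644) against 50.8 CPM (49.3 to 52.3), a log2 ratio of 4.87. All 9 measured PGC specification genes were at least 2-fold higher (median log2 ratio 4.08, percentile 100). They included the 3 transcription factors of human germ cell fate, SOX17 (ENSG00000164736, chromosome 8 from 55370495 to 55373452) at 419.6 against 11.5 CPM, TFAP2C (ENSG00000087510, chromosome 20 from 55204362 to 55214339) at 232 against 7.21 CPM and PRDM1, which encodes BLIMP1 (ENSG00000057657, chromosome 6 from 106441338 to 106557814), at 89.6 against 2.25 CPM. SOX15 was at 154 against 4.36 CPM and the membrane glycoprotein gene PDPN at 1622 against 120.4 CPM. NANOS3, SOX17, TFAP2C, PRDM1 and SOX15 were also markers used to name the class, as were KLF4 and TCL1B of the naive list. The counts and percentiles of both lists therefore largely restate the naming, here and in the comparisons of sorted PGCLC-like cells below.

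Pluripotency genes went the same way for the most part. Of 9 shared genes 5 were at least 2-fold higher in PGCLC-like cells, with POU5F1 at 4249.7 against 165 CPM, L1TD1 at 528 against 16.7 CPM and NANOG at 294 against 8.91 CPM, and 1, TERF1, was lower at 87.3 against 228 CPM (median log2 ratio 1.30, percentile 99.99). Of 4 naive genes KLF4 (155 against 3.39 CPM), TCL1B (107 against 3.82 CPM) and ZFP42 were higher and TBX3, also a mesoderm gene, lower (median log2 ratio 2.60, percentile 99.97). Of 3 primed genes SFRP2 (454 against 24.8 CPM) and THY1 were higher (median log2 ratio 1.53, percentile 99.4). The epithelial junction list had 5 of 7 higher (median log2 ratio 2.89, percentile 100), with CLDN7 at 124 against 4.49 CPM and EPCAM, the epithelial adhesion molecule, at 284 against 21.6 CPM. All 4 earlier surface markers of PGCLCs were higher (median log2 ratio 3.57, percentile 100), with ITGA6 at 106 against 2.98 CPM. WNT2 and WNT3 were higher among WNT ligands, and so were 3 of 3 streak genes, MIXL1, WNT3 and CDX1 (median log2 ratio 2.14, percentile 99.6). CDX1, a posterior homeobox gene, was at 62.5 against 1.95 CPM.

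All 17 measured genes of lateral and cardiac mesoderm were at least 2-fold lower in PGCLC-like cells (median log2 ratio -2.07, percentile 0). HAND1, a bHLH factor of extraembryonic and cardiac mesoderm (ENSG00000113196, chromosome 5 from 153854532 to 153857787), was at 182 against 1359 CPM, TMEM88, a membrane protein that dampens WNT signalling (ENSG00000167874, chromosome 17 from 7758384 to 7759417), at 308 against 1991 CPM, BMP4 at 15.1 against 130.1 CPM and IGF2 at 328 against 1859 CPM. ACTC1 and MYL4, genes of heart muscle filaments, were at 1289 against 4920.3 and 91.7 against 444 CPM. HAND1, TMEM88, BMP4, ACTC1 and MYL4 were also markers used to name the mesoderm-like class, so the mesoderm count and percentile partly restate the naming. Of 15 mesenchyme and matrix genes 13 were lower, such as LUM (268 against 1821 CPM) and COL1A1 (102 against 600.5 CPM), and CDH2 was higher (56.7 against 8.79 CPM; list median log2 ratio -2.03, percentile 0). KDR and TEK, receptors of endothelium, were lower (median log2 ratio -2.12). Among 5 amnion genes GATA2, GATA3, IGFBP3 and EPAS1 were lower (median log2 ratio -1.33, percentile 0.25). TFAP2A was at 27.8 against 12.2 CPM.

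Signalling targets split by gene. Of 11 BMP targets ID1 (941 against 172 CPM), ID3, ID4 and MSX2 were at least 2-fold higher in PGCLC-like cells and 7 were lower, among them ID2 (126 against 451 CPM) and BAMBI (344 against 1026 CPM), and the list median was low (median log2 ratio -1.33, percentile 0.0100). Of 3 WNT targets CDX1 was higher and LEF1 (8.42 against 60.3 CPM) and BAMBI were lower (median log2 ratio -1.56, percentile 0.310). Of 3 NODAL and TGFB targets LEFTY2 and SKIL were higher (median log2 ratio 1.68, percentile 98.3). The gate genes stood on opposite sides, with CXCR4, a chemokine receptor (ENSG00000121966, chromosome 2 from 136871919 to 136876747), at 225 against 8.95 CPM, PDGFRA (ENSG00000134853, chromosome 4 from 55095447 to 55164412) at 12.5 against 67.2 CPM and LRRC32 (ENSG00000137507, chromosome 11 from 76368568 to 76381791) at 33.4 against 94.9 CPM. In the definitive endoderm list (5 measured, median log2 ratio 3.71, percentile 100) SOX17, PRDM1 and CXCR4 were higher and GATA4 and GATA6 lower. Of 7 immediate early and heat shock genes JUNB, EGR1 and IER2 were higher and JUN and ATF3 lower (median log2 ratio 0.81, percentile 99.4).

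Cycle and metabolism genes were closer to level. Of 26 S phase genes 3 were at least 2-fold higher, CDCA7 and HELLS among them (median log2 ratio 0.00, percentile 59.0), and CDK1 was the 1 of 45 G2M genes lower (median log2 ratio -0.09, percentile 18.1). Of 13 glycolysis and hypoxia genes TPI1, SLC2A3 and ADM were higher and PFKP lower (median log2 ratio 0.09, percentile 73.5), and none of 4 genes of the DNA methylation machinery was 2-fold apart (median log2 ratio 0.11, percentile 65.3). Genes outside the lists were measured on classes built without them. The highest were PCSK1N (2013 against 68.0 CPM), PPM1N (361 against 8.90 CPM), the smooth muscle actin gene ACTG2 (687 against 21.9 CPM), the kinase gene PIM2, NMU, GMPR, UTF1 and PRKAR2B. The lowest were RGS5 (37.3 against 323 CPM), ODAM, IGDCC3, CTB-158E9.1, MEIS2 (13.6 against 114 CPM), HOXB6 (11.7 against 99.3 CPM), SYT10 and FLRT3. Free RNA bears on the low side of these ratios: the unsorted PGCLC-like cells held HAND1 at 0.134 times and IGF2 at 0.176 times the mesoderm-like level, and NANOS3 was seen in 30.5% of mesoderm-like cells at 8000 UMIs.

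PGCLC-like cells of the sorted and unsorted libraries were then compared. These are 2 libraries that may differ in free RNA as well as in the sort, since 66.9% of unsorted and 1.88% of sorted cells were mesoderm-like. Free RNA itself was not measured. Germ cell genes were close, and mesoderm RNA was far lower in the sorted cells. NANOS3 was at 1796 against 1626 CPM, POU5F1 at 4397 against 4249.7 CPM and NANOG at 330.0 against 294 CPM, while TFAP2C was at 385 against 232 CPM and SOX17 at 630.0 against 419.6 CPM. No list had a member at least 2-fold higher. Of 9 lateral and cardiac mesoderm genes 5 were lower (median log2 ratio -1.84, percentile 0), with IGF2 at 7.18 against 328 CPM, TMEM88 at 12.5 against 308 CPM and HAND1 at 7.76 against 182 CPM. Of 11 mesenchyme and matrix genes 5 were lower (median log2 ratio -0.72, percentile 0), with LUM at 12.5 against 268 CPM. ACTC1 was nearer, at 890.3 against 1289 CPM. IGFBP3 of the amnion list was also lower (7.18 against 182 CPM). In the unsorted PGCLC-like cells these genes stood at like parts of the mesoderm-like level of that library: 0.134 for HAND1, 0.147 for LUM, 0.155 for TMEM88, 0.169 for IGFBP3 and 0.176 for IGF2, against 0.262 for ACTC1. Their lower level in sorted cells therefore cannot be assigned to the sort.

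The median log2 ratios of the other lists lay between 0.03 (amnion) and 0.58 (definitive endoderm), among them 0.35 for PGC specification (percentile 97.7), 0.42 for epithelial junction (99.1), 0.39 for S phase (99.95) and 0.51 for G2M phase (100). Outside the lists the chaperone gene HSPA5 (744 against 293 CPM), C6orf211, the amino acid transporter gene SLC3A2 (516 against 237 CPM), PLS3, VCP, CCNB1, WDHD1 and SNX2 led the higher genes. DOK4 (10.9 against 87.3 CPM), BST2 (21.0 against 141 CPM), SPARC (29.4 against 176 CPM), H2AFJ, SLC9A3R1, ART5, MT1E and MT2A led the lower ones. Ribosomal protein genes took 31.6% of the summed UMIs of the unsorted and 26.2% of the sorted PGCLC-like cells. The class rested mostly on cluster 0 in the unsorted library (89.1% of its cells), whereas in the sorted library cluster 0 held 57.9% and cluster 1 42.1%.

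Sorted PGCLC-like cells were compared with D0 to see which pluripotency genes stay and which are lost along the protocol. POU5F1 and NANOG were higher than at D0, most primed genes were far lower, and the germ cell specifiers were present. NANOG was at 330.0 CPM (327 to 333) against 31.0 CPM (30 to 31.9), a log2 ratio of 3.22, and POU5F1 at 4397 against 1653 CPM (1.41). Of the 11 primed genes measured 8 were at least 2-fold lower and 1, SFRP2, was higher (594 against 233 CPM), with a median log2 ratio of -2.34 (-2.39 with SOX3 at its bound, and -4.32 with a pseudocount of 1 CPM; percentile 0). SOX2 was left with 3 UMIs (0.0238 against 200 CPM; interval of the log2 ratio -15.32 to -11.49). SOX3 had no UMI and was at least 854-fold lower. The methyltransferase gene DNMT3B was at 6.87 against 156 CPM, the deubiquitinase gene USP44 at 0.958 against 182 CPM, ZIC2 at 0.00792 against 62.5 CPM and OTX2 at 0.0396 against 21.4 CPM.

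Of 10 shared genes 3 were higher, POU5F1, NANOG and L1TD1 (728 against 327 CPM), and 4 were lower, LIN28A (100.2 against 375 CPM), the NODAL co-receptor gene TDGF1 (14.7 against 343 CPM), TERF1 (84.4 against 817 CPM) and PHC1 (42.4 against 189 CPM), with a low median (median log2 ratio -0.77, percentile 0.0200). Of 9 PGC specification genes 8 were at least 2-fold higher (median log2 ratio 4.90, percentile 100), with NANOS3 at 1796 against 0.504 CPM and TFAP2C at 385 against 1.71 CPM. SOX17 was at 630.0 CPM against 1 UMI at D0 (interval of the log2 ratio 13.88 to 21.66), and ALPL at 118 against 68.8 CPM. KLF4, a Krüppel-like factor of naive pluripotency (189 against 1.11 CPM), and TCL1B (144 against 7.57 CPM) were the 2 of 3 naive genes that were higher (median log2 ratio 3.57, percentile 99.93). All 3 WNT targets measured, AXIN2, CDX1 and BAMBI, were higher (median log2 ratio 3.70, percentile 100), and so were 5 of 6 BMP targets (median log2 ratio 3.51, percentile 100), with ID1 at 973 against 48.6 CPM and MSX2 at 73.8 against 0.0977 CPM. BAMBI is on both lists and CDX1 also on the streak list, so the counts are not independent, here and against D0.5 and DE. The WNT targets DKK1 and DKK4 were low in both groups and are not in the count. WNT3 (51.1 against 0.571 CPM) and WNT2 (32.6 against 0.0150 CPM) were the ligands measured.

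Structural and metabolic genes divided. Of 7 mesenchyme and matrix genes 5 were higher, with the intermediate filament gene VIM at 1576 against 125 CPM, and COL1A1 was lower (median log2 ratio 1.46, percentile 99.4). EPCAM was higher (477 against 199 CPM) and CDH1, which encodes E-cadherin, lower (10.6 against 52.3 CPM) among 9 epithelial junction genes (median log2 ratio 0.32, percentile 57.8). Of 3 mesoderm genes ACTC1 (890.3 against 20.4 CPM) and LRRC32 were higher and TCF4 was lower (median log2 ratio 2.05, percentile 98.8). The amnion genes TFAP2A (28.5 against 0.0677 CPM) and KRT7 were higher. NES of the neural list had a log2 ratio of 1.11, TEAD4 of the trophoblast list 1.18 and KDR of the endothelium list -2.17. CXCR4 was at 391 against 1.93 CPM, and LRRC32, the other gate gene measured, was also higher. Of 14 glycolysis and hypoxia genes TPI1 (3027 against 1055 CPM), PKM (1424 against 408 CPM) and PDK1 were higher and HK2 (5.69 against 35.2 CPM) and SLC2A1 (52.5 against 159 CPM) lower (median log2 ratio 0.47, percentile 90.3).

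DNMT3B was the 1 of 5 genes of the DNA methylation machinery 2-fold lower (median log2 ratio -0.44, percentile 4.87); with all 9 detected members counted, 1 was lower and 2 were higher. Of 52 G2M genes 7 were higher and 1 lower (median log2 ratio 0.47, percentile 95.7), and of 31 S phase genes 2 were higher (median log2 ratio 0.14, percentile 20.2). Of 5 immediate early and heat shock genes JUNB and IER2 were higher (median log2 ratio 0.83, percentile 92.8). Outside the lists the highest were ACTG2 (1041 against 1.59 CPM), the glutathione peroxidase gene GPX2 (427 against 0.391 CPM), SMAGP, PCSK1N (2087 against 26.8 CPM), GMPR, CRHBP, the imprinted gene DLK1 and ANGPTL4. SFRP1 (1.68 against 588 CPM), the host transcript of MIR302B (13.6 against 1626 CPM), RP4-792G4.2, FGFBP3, BCAT1 (0.198 against 112 CPM), TCF7L1 (1.01 against 119 CPM), PTPRZ1 (0.0158 against 97.2 CPM) and DUSP6 were the lowest.

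NANOG was followed through all sets by the share of cells with a UMI after thinning to 8000 UMIs. It was seen in 21.3% of D0 cells (20.2 to 22.5; 49.5% unthinned), 30.2% of D0.5 cells (28.8 to 31.5; 72.6%), 87.5% of unsorted PGCLC-like cells (85.0 to 89.7; 97.9%) and 91.0% of sorted ones (90.2 to 91.8; 99.5%). At the levels of D0 and D0.5 a cell that expresses NANOG can give no UMI. The shares therefore follow mean level and depth, and are not shares of cells that express NANOG. By flow cytometry the study found homogeneous signal of a NANOG reporter at D0 and D0.5. The share in mesoderm-like cells, taken as the background within the unsorted library, was 6.84% (6.05 to 7.69; 16.7%), and in DE 2.25% (1.79 to 2.79; 7.11%). Median depth before thinning was 21457 UMIs in unsorted PGCLC-like, 22411 in sorted PGCLC-like, 20444 in mesoderm-like and 27832.5 in DE cells, and 2, 4, 10 and 2 shallower cells were left out. SOX2 was seen in 78.1% of D0 cells and 35.2% of D0.5 cells (97.4% and 73.4% unthinned), in 0 of 776 unsorted PGCLC-like cells, which allows up to 0.474%, and in 0.0189% of sorted ones.

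**Figure D3:**
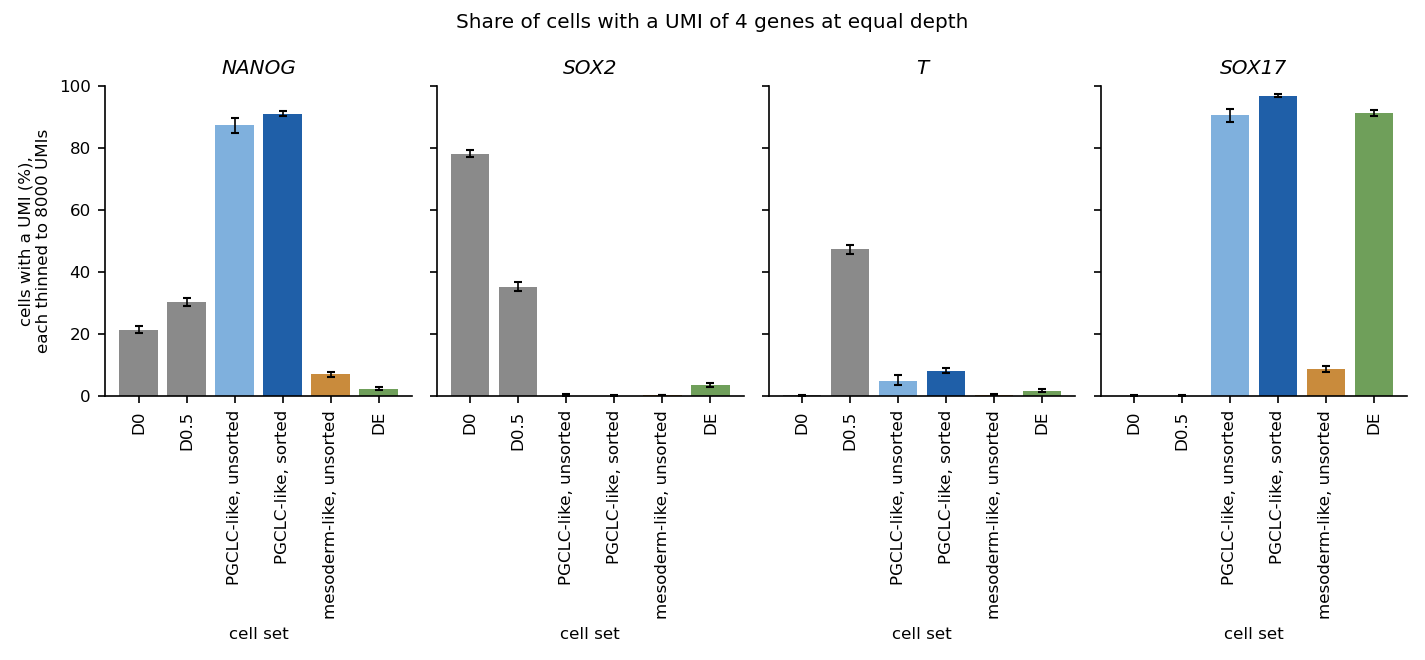
Share of cells (percent, from 0) with at least 1 UMI of NANOG, SOX2, T or SOX17 after thinning each cell to 8000 UMIs, in 6 sets of cells with 1 library each; error bars are 95% exact binomial intervals. NANOG was seen in 21.3% of D0 cells and 91.0% of sorted PGCLC-like cells, and SOX2 in 78.1% and 0.0189%. A share follows mean level and depth and is not the share of cells that express the gene.

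The comparison with D0.5 addressed whether the genes of the posterior epiblast state are still present in sorted PGCLC-like cells. Of 11 streak genes 9 were at least 2-fold lower and 2 were higher, with a median log2 ratio of -3.74 (-4.4 with genes at 0 at their bounds; percentile 0). With all detected members, which adds genes below 20 CPM in both groups, 9 of 18 were lower and the median log2 ratio was -1.65. MIXL1 was at 27.1 against 1254 CPM, SP5 at 4.47 against 254 CPM, NODAL at 4.4 against 208 CPM, FST at 2.01 against 143 CPM and T at 10.8 against 93.8 CPM. EOMES was left with 2 UMIs (interval of the log2 ratio -15.96 to -11.07), and FGF8 with none, at least 2092-fold lower. WNT3 (51.1 against 16.4 CPM) and CDX1 (69.1 against 8.25 CPM) were the 2 higher genes. T was seen in 8.03% of sorted PGCLC-like cells at 8000 UMIs and 4.77% of unsorted ones (19.7% and 12.9% unthinned), above 0.213% (0.955%) of mesoderm-like cells.

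WNT and NODAL targets were low while BMP targets were high. Of 8 WNT targets 5 were lower, with DKK1 at 0.15 against 64.0 CPM and DKK4 at 0 counts, at least 1652-fold lower, and CDX1 and BAMBI were higher (median log2 ratio -2.26, percentile 0). Of 8 NODAL and TGFB targets 6 were lower and SKIL was higher (median log2 ratio -2.90, percentile 0; median -3.88 with genes at 0 at their bounds), with CER1 at 0 counts, at least 937-fold lower, and LEFTY2 at 29.5 against 39.1 CPM. Of 6 BMP targets 5 were higher (median log2 ratio 2.41, percentile 99.99), with ID1 at 973 against 195 CPM, ID4 at 72.7 against 4.72 CPM and BAMBI at 227 against 35 CPM. All 9 PGC specification genes (median log2 ratio 4.75, percentile 100) and all 4 earlier surface markers (median log2 ratio 2.04, percentile 99.5) were higher, with PDPN at 2098 against 31.5 CPM. NANOG was at 330.0 against 45.0 CPM and POU5F1 at 4397 against 1681 CPM, and 5 of the 11 shared genes were lower (median log2 ratio -0.67, percentile 0.365), TDGF1 among them (14.7 against 286 CPM). Of 8 primed genes 5 were lower (median log2 ratio -2.78, percentile 0), with SOX2 at 0.0238 against 59.9 CPM.

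KLF4 and TCL1B were again the higher naive genes (3 measured, median log2 ratio 3.81, percentile 99.99). The definitive endoderm list split evenly, with SOX17, PRDM1 and CXCR4 higher and CER1, GSC and EOMES lower (median log2 ratio 0.97, percentile 96.7). Of 6 mesenchyme and matrix genes 4 were higher (median log2 ratio 1.37, percentile 99.5), VIM at 1576 against 95.5 CPM among them. Of 13 glycolysis and hypoxia genes 5 were higher (median log2 ratio 0.70, percentile 98.3), TPI1, PGK1, PKM, BNIP3 and ADM. G2M genes had 4 of 52 higher (median log2 ratio 0.41, percentile 97.7) and S phase genes 3 of 31 (median log2 ratio -0.02, percentile 14.8). Outside the lists ACTG2 (1041 against 1.08 CPM), PCSK1N (2087 against 20.6 CPM), GPX2, ANGPTL4 (385 against 1.10 CPM), CRHBP, SMAGP, DLK1 and GMPR were highest. The MIR302B host transcript (13.6 against 1162 CPM), the metallothioneins MT1G (17.9 against 1107 CPM), MT2A (32.5 against 1435 CPM), MT1E and MT1H, GLIPR1L1, RP4-792G4.2 and the neuropeptide gene GAL (21.2 against 661 CPM) were lowest.

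DE served as the study's control lineage, which shares some transcription factors with human PGCLCs. SOX17 was at a like level in both (630.0 against 579 CPM), while most other endoderm genes were far lower in sorted PGCLC-like cells. Of 12 definitive endoderm genes 9 were at least 2-fold lower (median log2 ratio -2.93, percentile 0; median -4.64 with a pseudocount of 1 CPM) and 2 were higher, PRDM1 (106 against 38.2 CPM) and CXCR4 (391 against 142 CPM). CER1, a secreted NODAL and BMP antagonist (ENSG00000147869, chromosome 9 from 14719722 to 14722731), had no UMI against 1859 CPM, at least 78238-fold lower. FOXA2, a pioneer factor of endoderm, had 3 UMIs (0.0238 against 28.1 CPM; interval of the log2 ratio -12.49 to -8.66). GATA6 was at 0.238 against 190.2 CPM, LHX1 at 5.74 against 701 CPM, GSC at 0.0238 against 283 CPM, HHEX at 2.45 against 47.2 CPM and GATA4 at 6.66 against 32.1 CPM.

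NODAL and TGFB targets were lower in 8 of 9 cases (median log2 ratio -4.87, percentile 0), with LEFTY1 at 14.2 against 2299.7 CPM and LEFTY2 at 29.5 against 1004 CPM, and 6 of 8 streak genes were lower (median log2 ratio -4.31, percentile 0), with MIXL1 at 27.1 against 825 CPM and EOMES at 0.0158 against 249 CPM. All 6 BMP targets were higher (median log2 ratio 3.76, percentile 100), ID1 at 973 against 31.0 CPM among them. Of 4 WNT targets CDX1 and BAMBI were higher (median log2 ratio 2.21, percentile 99.6) and DKK4 had no UMI against 482 CPM, at least 20279-fold lower. WNT2 was at 32.6 CPM against 0 counts in DE, at least 1125-fold higher. Of 9 PGC specification genes 8 were higher (median log2 ratio 4.91, percentile 100), with NANOS3 at 1796 against 0.261 CPM and TFAP2C at 385 against 2.58 CPM. All 3 naive genes were higher (median log2 ratio 4.71, percentile 99.97), with KLF4 at 189 against 0.106 CPM. Of 10 shared genes 5 were higher, POU5F1 (4397 against 297 CPM) and NANOG (330.0 against 2.79 CPM) among them, and TDGF1 was lower (median log2 ratio 0.69, percentile 97.5). Of 7 primed genes 4 were lower, such as OTX2 (0.0396 against 184 CPM), and 2 higher (median log2 ratio -2.25, percentile 0).

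Of 8 epithelial junction genes 6 were higher (median log2 ratio 1.59, percentile 99.97), with EPCAM at 477 against 83.5 CPM, and so were all 4 earlier surface markers (median log2 ratio 3.64, percentile 100), with ITGA6 at 179.9 against 1.44 CPM. REC8, the 1 gene of the late germ cell and meiosis list that was measured in any comparison, was at 16.5 against 36 CPM. Of 30 S phase genes 4 were higher, MCM5, CDCA7 and HELLS among them (median log2 ratio 0.71, percentile 99.8). NDC80 and DLGAP5 were the 2 of 53 G2M genes higher (median log2 ratio 0.27, percentile 62.4), but with median-ratio scaling none was higher and 1 was lower. Outside the lists ACTG2 (1041 against 0.164 CPM), PCSK1N (2087 against 7.21 CPM), OLFML3, ANGPTL4, SMAGP, UTF1 (315 against 0.184 CPM), GMPR and CRHBP were highest. FGF17 (0.412 against 2150.0 CPM), PLSCR2 (0 counts against 1338 CPM), the retinoic acid hydroxylase gene CYP26A1 (0.0713 against 911 CPM), CD48 (0.174 against 850.4 CPM), FREM1, MIR302B, GATA6-AS1 and SFRP1 were lowest.

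**Figure D4:**
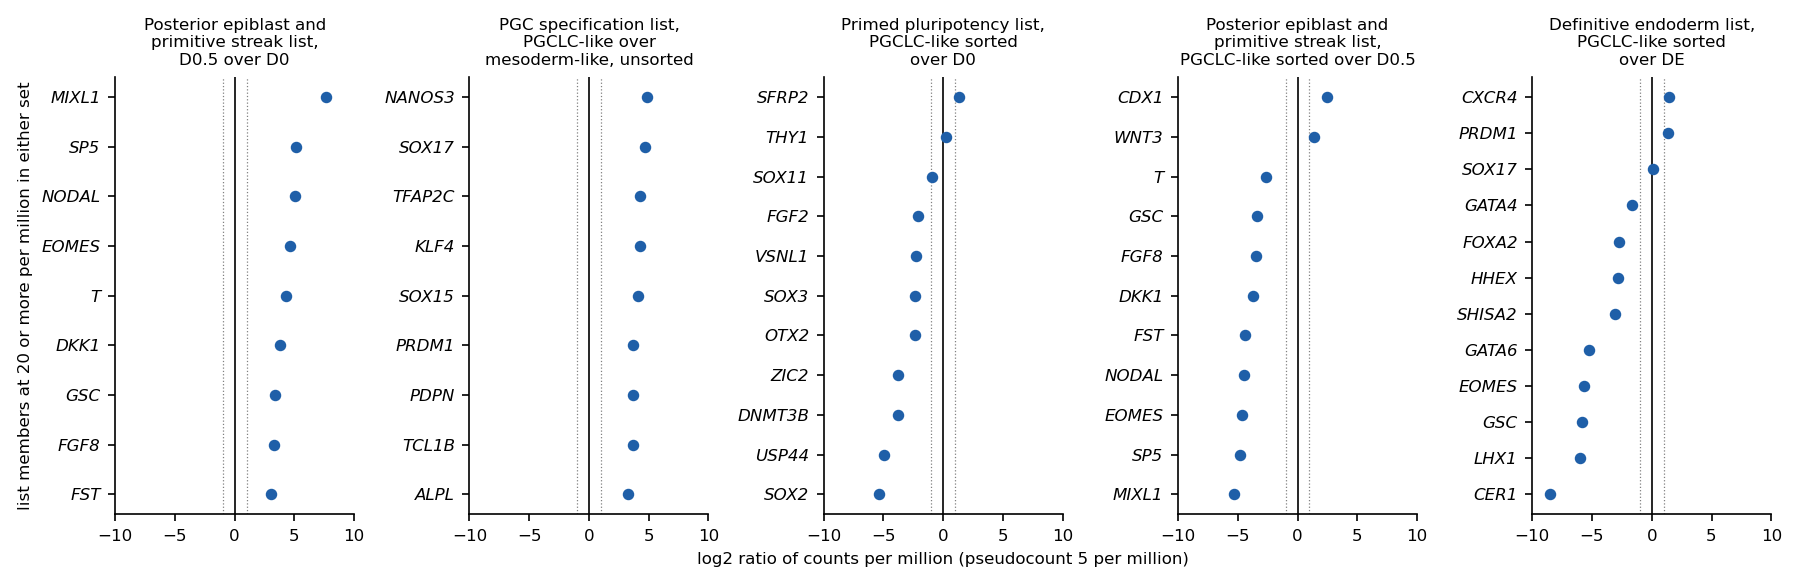
Log2 ratio (pseudocount 5 CPM) of each measured member of 5 gene lists, 1 panel per comparison, with 1 library per group and dotted lines at a 2-fold difference. All 9 streak genes lie above the upper line at D0.5 against D0, all 9 PGC specification genes in PGCLC-like against mesoderm-like cells, and 9 of 11 streak genes lie below the lower line in sorted PGCLC-like cells against D0.5.

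Sub-clusters of the 5286 sorted PGCLC-like cells were sought to describe states within the class. With the S and G2M scores regressed out there were 6, of 45.6%, 15.4%, 13.1%, 11.7%, 7.95% and 6.24% of the cells. The cluster of 15.4% (14.4 to 16.4) had the highest levels of TFAP2A (ENSG00000137203, chromosome 6 from 10393419 to 10419892), at 71.4 CPM (67.7 to 75.3) against 18.8 to 28.6 CPM in the others, and of EDN1, which encodes endothelin 1 (ENSG00000078401, chromosome 6 from 12290594 to 12297427), at 96.1 CPM (91.8 to 101) against 35 to 44.9 CPM. EPCAM was at 754 CPM in it and KRT7 at 44.3 CPM. Both TFAP2A and EDN1 had been left out of the clustering. Without regression there were again 6 clusters. The proliferation gene TOP2A was at 432 CPM in one of 16.2% and at 37.3 CPM in the main one of 40.7%. A cluster of 281 cells (5.32%) that could not be named had TFAP2A at 110.4 CPM and EDN1 at 153 CPM.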

Values the study reported

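The study reported 24,473 cells after filtering, with a median of more than 4000 genes per cell. It put 97.2% of the sorted D3.5 cells in the PGCLC class and 2.8% in a mesoderm-like class.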

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

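The tests of free RNA and of cytosol in this part were chosen after levels in these barcodes had been seen, and the test of nuclei before. Barcodes left out of the comparisons as reported for having under 2500 genes included a group with under 1% mitochondrial UMIs, which stood out as signal in data used only in the alternative with every deposited barcode. There were 533 of them among 6115 barcodes at D0, 112 among 4741 at D0.5, 28 among 5741 in unsorted D3.5 and 347 among 4081 in DE, and 0 among 5467 in sorted D3.5. They held a median of 1938, 2205, 1926 and 1884 genes, in the order of the first 4, and mitochondrial genes took 0.149%, 0.133%, 0.555% and 0.0612% of their UMIs, against 5.96%, 5.91%, 3.14% and 4.66% in kept cells. At D0 the genes highest against kept cells included CDK1 (157 against 70.3 CPM), the proteasome gene PSMA4 (611 against 300.3 CPM) and PRDX1 (2235 against 1115 CPM), and the lowest included the matrix proteoglycan gene VCAN (4.62 against 70.4 CPM) and PODXL (23.9 against 217 CPM). In DE the chaperone gene of the endoplasmic reticulum HSP90B1 was at 30 against 632 CPM and the nuclear RNA NEAT1 at 14.6 against 321 CPM.

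Damaged cells or nuclei that lost cytoplasm are argued against by MALAT1, another nuclear RNA, which was at 0.0858 times its level in kept cells in DE and 0.285 times at D0. Droplets with only free RNA of the makeup of kept cells are argued against by 2 sets of genes: the median log2 ratio of 20 genes for proteins made at the endoplasmic reticulum lay below that of 7 enzymes of the cytosol, by a difference of -2.12 at D0 and -2.56 in DE. Cytosol without nuclei, endoplasmic reticulum or mitochondria remains a candidate explanation, with a median of -1.26 at D0 and -2.29 in DE for the 20 genes, all of them lower in both, and 0.85 and 0.27 for the 7 enzymes. At D0.5 the 20 genes had a median of -0.82, all of them lower, the 7 enzymes one of 0.68, and MALAT1 was at 0.295 times its level in kept cells. In unsorted D3.5 it was at 0.968 times, so the 28 barcodes there may be of another kind. No biological explanation was tested.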

How the results depend on the processing

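Naming clusters against all other clustered cells, each library's cluster 0 or 1 taken alone, removal of the highest doublet scores, removal of cells with a high chromosome 1 stretch, cluster 4 counted as mesoderm-like and the sub-clusters without regression were tests chosen after the data had been seen. The numbers of genes that answer the comparisons stayed within 1.5 times their value under every alternative run: 9 to 11 streak genes higher at D0.5 (10 alternatives), 9 to 11 PGC specification genes higher in PGCLC-like than mesoderm-like cells (18), 7 to 10 primed genes lower than at D0 (13), 9 to 9 streak genes lower than at D0.5 (13) and 9 to 9 endoderm genes lower than in DE (13). The count of PGC specification genes largely restates the naming of the class, so its stability was in large part set by that naming. The shares and medians of these lists moved further. With all detected members 11 of 18 streak genes in place of 9 of 9 were higher at D0.5 (median log2 ratio 2.48 in place of 4.28), 9 of 18 in place of 9 of 11 were lower than at D0.5 (-1.65 in place of -3.74), and 9 of 16 endoderm genes in place of 9 of 12 were lower than in DE (-2.19 in place of -2.93). With a pseudocount of 1 CPM every median lay further from 0: 6.29 in place of 4.28 and -5.54 in place of -3.74 for the 2 streak results, 4.83 in place of 4.08 for PGC specification genes, -4.32 in place of -2.34 for primed genes against D0 and -4.64 in place of -2.93 for endoderm genes against DE. The log2 ratio of NANOG to D0 (3.22) was taken as unchanged within 0.0464, a distance set by the width of its interval. The interval itself is without pseudocount and was not the range tested. The ratio was 3.09 with median-ratio scaling, 3.37 with a pseudocount of 1 CPM and 3.27 as a mean over cells. It was 3.15 for cluster 0 alone and 3.34 for cluster 1 alone. Under the other 7 of 12 alternatives it stayed within 0.0464 of 3.22. The difference by scaling and pseudocount follows from how they are built; for the others the cause was not tested.

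The PGCLC-like share of the unsorted library (13.8%) was 15.1% with the stricter filter and 19.5% as cells with at least 2 UMIs over NANOS3 and TFAP2C, which free RNA also reaches. Named against all other clustered cells it was 1.77% at resolution 1 and 1.14% without regression, and under the other 12 alternatives it stayed within its interval. The sorted share (97.3%) was 89.9% with each library clustered alone and 98.9% by the 2 UMIs. Named against all other clustered cells it was 41.9% at resolution 1, 80.5% with listed genes kept, 57.1% without regression, 82.1% with the stricter filter and 0% with the library clustered alone (up to 0.0679%), and 10 of 17 alternatives stayed within the interval. With that reference alone changed, both shares were as reported, so the low shares came with 2 choices changed together. NANOG was seen in 13.7% to 49.5% of D0 cells and 79.0% to 99.5% of sorted PGCLC-like cells from 5000 UMIs to no thinning. Sub-clusters numbered 3 at resolution 0.25 and 9 at 1; the cause was not tested.

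Of the other lists, 879 of 920 alternatives over 92 counts were within the limit, 39 moved and 2 reversed. Against D0, 1 gene of the DNA methylation machinery was lower and 2 were higher once all 9 detected members counted, which adds genes below 20 CPM. Against DE, 0 G2M genes were higher and 1 lower with median-ratio scaling. Of the named genes, 3713 of 4752 alternatives over 528 values stayed within a distance of the reported value, 1039 moved and 0 reversed. That distance was set by the width of the value's interval, as for NANOG, and the interval itself was not the range tested. For genes at 0 counts in 1 group the interval of the ratio is open-ended, so this count does not test them. The interval at 20 CPM was widest in the sorted amnion-like cells, 7.19 to 42.6 CPM, and was 12.4 to 30.5 CPM in the unsorted ones, whose levels are printed. All detected members could not be run for NANOG, a single gene. No paired analysis was possible because each group had 1 library and no result came from a test.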

Other observations

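Of the tests in this part, those of the chromosome 1 stretch and of cluster 1 had their bounds set before their values were seen, and the way the stretch was delimited was chosen after the result was seen. Of the 20 genes of the late germ cell and meiosis list, REC8 was the highest in sorted PGCLC-like cells (16.5 against 13.0 CPM at D0), followed by DMC1 at 1.81 CPM and SYCP2 (1.47 against 0.0451 CPM at D0), and the others were lower, such as SYCP3 at 0.372 CPM and PIWIL2 at 0.0713 CPM (0.0326 to 0.135). DAZL, DDX4, MAEL, SPO11, NOBOX and SOHLH1 had no UMI among 126284450, which allows up to 0.0238 CPM. Outside this list DPPA3, a gene of naive and germ cells, was at 0.388 CPM (0.287 to 0.513). Several early germ cell genes below 20 CPM were above D0: DNMT3L at 14.8 against 0.0226 CPM, TFCP2L1 at 15.5 against 1.11 CPM, the surface enzyme gene CD38 at 11.3 against 0.165 CPM, DND1 at 7.67 against 1.16 CPM and TCL1A at 6.13 against 0.173 CPM. The demethylation gene TET2 was at 10.1 against 1.35 CPM, whereas KIT, the receptor of SCF, was at 6.46 against 5.06 CPM. The genes outside the list were singled out after their values were seen.

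The unnamed cluster 4 of the unsorted library was set against the mesoderm-like cells for single genes, chosen after their values were seen, which do not stand for their lists. LUM was lower in it (1509.8 against 1821 CPM) and 4 genes were higher: COL1A1 was at 995 against 600.5 CPM, IGFBP3 at 2157 against 1077 CPM, SNAI2 at 300.2 against 199 CPM and ZEB2 at 94.0 against 41.9 CPM. CDK1 was at 35.4 against 149 CPM, MKI67 at 24.7 against 86.2 CPM and BMP4 at 50.4 against 130.1 CPM. The 40 amnion-like cells had ID1 at 1601 CPM, EPCAM at 561 CPM, EPAS1 at 184 CPM and VTCN1 at 76.0 CPM, where the PGCLC-like cells had 941, 284, 8.48 and 0.452 CPM.

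The D0 library held 2 sets of cells that differed in genes of chromosome 1. They are the clusters of D0 with the highest and the lowest level of ZNF667-AS1, and the rest of the 5326 kept D0 cells were in neither. In 862 cells with ZNF667-AS1 (43.3 against 1.29 CPM in 2067 other cells), PNPLA4 (25.8 against 0.857 CPM) and LINC00458 (975 against 178 CPM), 88 of 89 genes from ASPM to DESI2 (chromosome 1, 197053251 to 244872335, GRCh37) were higher, by a median log2 of 0.46 (quartiles 0.39 to 0.54), while 408 genes of the chromosome before it had a median of -0.00. A difference in cell cycle phase is argued against, since among cells low in both phase scores (83 and 118) the shift was 0.987 of its whole value, and a difference in depth is argued against, since between 15000 and 30000 UMIs it was 1.09 of it. An extra copy of the stretch in 1 set, a known kind of change in cultured stem cells, may account for the pattern: with cells of the D3.5 libraries split by a UMI of ZNF667-AS1 or PNPLA4, neither on this chromosome, the same stretch was higher by 0.33 in the unsorted and 0.36 in the sorted library. No DNA was measured, so this stays a hypothesis.

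The share of cells whose stretch lay above the halfway level (log2 0.29) was 24% at D0, 24.1% at D0.5, 31.9% in DE, 9.77% of unsorted and 11.3% of sorted PGCLC-like cells and 9.42% of mesoderm-like cells. This level is a point on a range: 656 of the D0 cells lay within log2 0.1 of it, and the mirror tail on the low side held 8.75% of cells at D0, 3.84% at D0.5, 9.13% in DE, 11.6% and 3.35% of unsorted and sorted PGCLC-like cells and 8.73% of mesoderm-like cells. With a UMI of ZNF667-AS1 or PNPLA4 as well, the shares were 17.9%, 21.6%, 23.5%, 5.53%, 5.68% and 5.49% in the order first given.

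PGCLC-like cells lay in different clusters in the 2 D3.5 libraries, with cluster 1 at 10.9% (8.82 to 13.3) of unsorted and 42.1% (40.7 to 43.4) of sorted ones. In sorted cells cluster 1 had lower levels of 2 proliferation genes than cluster 0 (TOP2A 55.0 against 213 CPM, MKI67 20.4 against 118 CPM), and it was led by HPGD (83.9 against 42.0 CPM) and IGF1 (199.6 against 119.6 CPM). Lower depth of the cluster is argued against by a gap of 44.2 percentage points between the libraries among cells of 15000 to 25000 UMIs. The sort gate, as far as its transcripts mark it, is argued against by a share of 15.3% (upper bound 20%). That share is among the 288 unsorted PGCLC-like cells with a CXCR4 UMI and none of PDGFRA or LRRC32, read without thinning. A separate culture, handling or library cannot be told apart from a difference between the sorted and unsorted populations, since each population had 1 library. In the sorted library the 50 leading genes of cluster 1 were higher within cluster 0 by a median log2 of 0.19. Within mesoderm-like cells the median was 0.55. Within cluster 1 it was 0.14. Over all well-expressed genes the PGCLC-like cells of the sorted library were higher by 0.13, and this offset was not subtracted. The test read the lower of the values of cluster 0 and mesoderm-like cells, which lay between the bounds set for either outcome. With the offset left in, the test cannot decide. Free RNA may add to the mesoderm-like value, since 97.3% of sorted and 13.8% of unsorted cells were PGCLC-like. No biological explanation was tested beyond the sort.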
